A study of Sphingomonas sp. AAP5 with 9 samples. Its data were reported in "Simultaneous Presence of Bacteriochlorophyll and Xanthorhodopsin Genes in a Freshwater Bacterium" (2020).

How the data were processed

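RNA sequencing was done on Sphingomonas sp. AAP5, a freshwater alphaproteobacterium, grown in liquid organic medium or on agar plates. The 9 libraries fell into 3 groups of 3 by their labels: liquid cultures of day 2, plates of day 4 (early plate) and plates of day 8 (late plate). According to the study, RNA was depleted of ribosomal RNA and read as single-end, strand-specific sequences; the label of the molecule names polyA RNA instead.

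The authors clipped adapters and low-quality bases with FASTQ-mcf and mapped the reads to the AAP5 genome with bowtie2 at default parameters. The version of bowtie2 is not given in the sources used here. Per the file headers, the deposited values are raw counts per gene from featureCounts 1.6.4, with no normalization. The options set there counted by strand, kept reads that map to several places and counted a read that overlaps several genes for each of them. They also included 2 options meant for read pairs, although the study describes single-end reads; whether these changed any count could not be settled from the files. Genes with near-identical copies can therefore share reads. Neighbouring genes of the same strand overlapped in 847 pairs, with a median overlap of 4 nt, so that reads at such ends were counted for both genes. Each file held 1 library. Coordinates are those of the files, on the AAP5 chromosome or on a plasmid; the plasmids are called A, B and C here, in the order of the genome record.

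The files listed 3982 genes, of which 3604 lay on the chromosome and 201, 144 and 33 on plasmids A, B and C. Locus tags were matched to the RefSeq annotation of assembly ASM435434v1, which gave 3930 matches, 52 genes without a match and 748 genes with a symbol. No transfer or ribosomal RNA gene was among the matched genes. Total counts ran from 9982324 to 16590832 per library, and at this depth the count of the median gene was 714.5 or more in each library. Counting intervals are exact Clopper-Pearson intervals at a level of 0.95 and cover counting error only.

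Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filterByExpr filter by group and robust dispersion. All 9 libraries entered 1 fit with the group as the factor, so that the 3 groups shared an estimate of the spread. The filter left 3973 genes and removed 9. A gene was called changed at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 2. The study gives the same cutoffs for p and fold change, and its main text does not state that its p was adjusted. Standard errors are the log2 fold change divided by the square root of the F statistic. The common biological coefficient of variation was 22.2%. Levels are TMM-normalised CPM, computed here from the counts.

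Sets of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and adjusted over 27 tests, 9 sets in 3 comparisons. The photosynthesis gene cluster (PGC) and the operons E2E30_RS03120 to E2E30_RS03160 were fixed by locus number. The remaining sets had been planned by product name, but the tables used here pair identifiers with symbols only. They were replaced by sets of gene symbols after the files were seen and before any fold change was computed. Sets of TonB-dependent receptors, TonB energy transducers and response regulators were not run. Shares of counts were compared by two-sided exact permutation tests of log2 shares. The overlap between both plate comparisons, which share the liquid libraries, was set beside 20 simulations in which all 9 libraries were drawn from the liquid means.

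Genes are named in the text by a rule set before the data were examined: the loci the study names, the 5 largest rises and the 5 largest falls of each comparison among called genes whose replicates did not overlap, and the largest and smallest log2 fold change in the PGC and in the operons. Groups, main tests and most alternatives were also fixed before the data were examined. On simulated counts with 200 genes changed by a log2 fold change of 3, the test recovered 98% of them for early plate against liquid (3968 genes in the step), 98.5% for late plate against liquid (3969 genes) and 99% for late plate against early plate (3972 genes), and called 0 unchanged genes in each. The simulated changes were split evenly between higher and lower and were far fewer than the genes past the adjusted p in the real comparisons. Scaling under wide and uneven changes was therefore not tested.

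Alternatives were DESeq2 size factors, total counts only, DESeq2 1.42.0, limma-voom, other filters, leaving out each library, a replicate block, the lane as a covariate, fits of only the groups compared, other fold thresholds, Bonferroni adjustment and other set tests; fry with the lane as a covariate was added after the results were seen. The lane was read from the names of the files: all early plates were on lane 1, all late plates on lane 2, and of the liquid libraries the first was on lane 1 and the others on lane 2. The study instead describes 1 lane for all libraries, and this difference could not be settled from the files.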

Results

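Gene expression was measured in 9 libraries, 3 each from liquid cultures of day 2, early plates of day 4 and late plates of day 8. Total counts were 15337759, 15429158 and 14845626 in the liquid libraries, 9982324, 12873165 and 14052582 on early plates, and 15840257, 15465509 and 16590832 on late plates. Replicates correlated across genes on log2 CPM at r = 0.990 to 0.997 in liquid, 0.978 to 0.991 on early plates and 0.953 to 0.985 on late plates; genes are not independent replicates. The lower values on late plates, 0.953 and 0.955, both involved late plate 1. The first principal component held 71.9% of the variance and separated liquid from plates, and the second held 13.9% and separated early from late plates. No pair of replicates agreed within sampling noise.

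The first question was which genes differed between cells on agar, where the strain made bacteriochlorophyll, and cells in liquid, where it did not. The liquid cultures were also younger than the plates, and the study harvested them at their maximum optical density. Culture age and growth phase therefore cannot be told apart from growth on agar here. In other experiments the study found the PGC upregulated in liquid medium with less organic carbon, and pufM repressed by glucose. In the quasi-likelihood test of edgeR, 262 of 3973 genes were called on early plates against liquid, 169 higher and 93 lower. On late plates 341 genes were called, 208 higher and 133 lower. Without the fold threshold the counts were 2488 and 2659. The alternative with the same thresholds that moved the late count most was leaving out late plate 1, which gave 452 genes; the lower calls then rose from 133 to 247. Under total-count scaling, 81.1% of the early calls were higher instead of 64.5%, and 74.9% of the late calls instead of 61%.

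In either plate comparison 412 genes were called, and 191 were called in both with the same sign, 134 higher and 57 lower. None was called with opposite signs. The log2 fold changes of both comparisons correlated across genes at r = 0.877 and shared their sign for 85.1% of genes. Unchanged groups simulated against shared liquid libraries gave a mean r of 0.505 and a shared sign for 66.9% of genes. In them at most 1 gene was called in either comparison, and so at most 1 in both. The simulation therefore cannot tell whether 191 shared calls are more than shared libraries would give between groups that do differ from liquid.

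**Figure D1:**
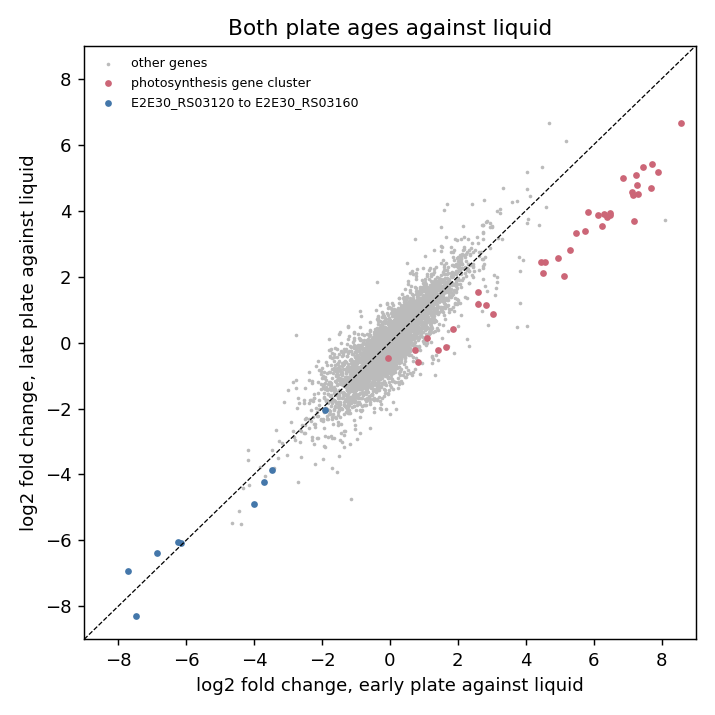
Log2 fold change of each tested gene on early plates against liquid (x axis) and on late plates against liquid (y axis), with the photosynthesis gene cluster in red, the operons E2E30_RS03120 to E2E30_RS03160 in blue and equality as a dashed line. The 38 genes of the cluster lie below the line.

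The study had already reported the rise of the PGC on these samples, so its tests here are not independent evidence. The PGC spans 40.1 kb of the chromosome, from 3498425 to 3538551, and holds 38 genes between E2E30_RS16220 and E2E30_RS16405. It took 0.223% ± 0.0149 (SD, n = 3) of the gene counts in liquid, 8.95% ± 2.99 (SD, n = 3) on early plates and 1.81% ± 0.792 (SD, n = 3) on late plates. Within the groups, single libraries ranged from 0.208% (exact 95% interval 0.206% to 0.211%) to 0.238% (0.236% to 0.2404%) in liquid, from 5.70% (5.69% to 5.71%) to 11.6% (11.57% to 11.61%) on early plates and from 0.972% (0.968% to 0.977%) to 2.545% (2.537% to 2.553%) on late plates, so in each group the spread between replicates exceeded the counting error. The share was higher on plates than in liquid by 4.09 on the log2 scale, with an exact two-sided permutation p of 0.0119 for 6 libraries against 3, the smallest that 84 splits allow. Early plates were above late plates in each library; the exact permutation p of 0.1 is the smallest that 3 against 3 allows.

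**Figure D2:**
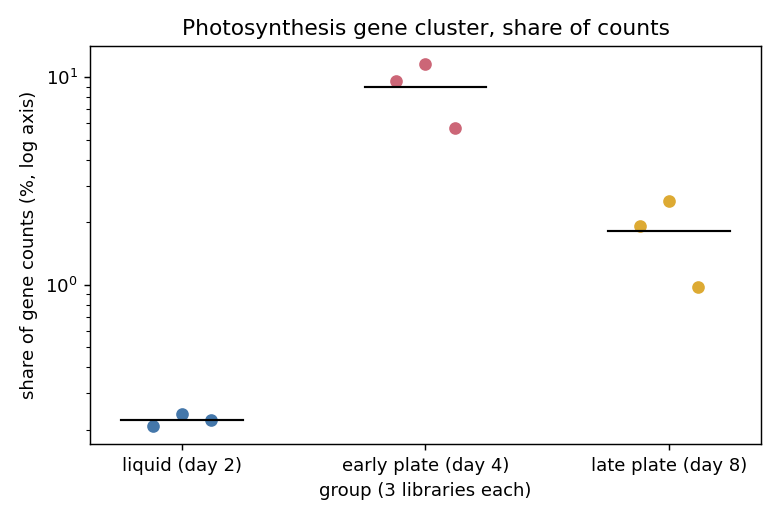
Share of gene counts in the photosynthesis gene cluster on a log axis for each library (points) of the 3 groups, with the group mean as a line. The means are 0.223% in liquid, 8.95% on early plates and 1.81% on late plates, and no groups overlap.

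The median log2 fold change of the PGC was 5.79 on early plates and 3.47 on late plates, with camera adjusted p of 2.18e-23 and 7.04e-07. These p rest on the preset correlation of 0.01. With the correlation estimated within the set, the camera adjusted p were 0.233 and 0.366. In edgeR 37 of the 38 genes had an adjusted p below 0.05 on early plates, all 37 higher, and 37 also when adjusted over the list alone. On late plates the count was 32, of which 31 were higher, and 32 adjusted over the list alone. The largest rise within the cluster on either plate age was that of pufB (E2E30_RS16280, 3511308 to 3511469, plus strand), a subunit of the light-harvesting complex. Its level was 64.0 ± 8.91 CPM (SD, n = 3) in liquid, 24327 ± 6465 CPM on early plates and 6533 ± 4384 CPM on late plates, and its log2 fold changes were 8.57 (SE 0.78, edgeR adjusted p 2.12e-05) and 6.67 (SE 0.72, adjusted p 3.8e-05). The reaction center gene pufM (E2E30_RS16295, 3512653 to 3513627, plus strand) rose by 7.17 (SE 0.63, edgeR adjusted p 1.88e-05) and 4.47 (SE 0.55, adjusted p 9.91e-05). The lowest values were those of E2E30_RS16220 on early plates, at -0.04 (edgeR adjusted p 0.931) or 0.23 under total-count scaling, and of E2E30_RS16225 on late plates, at -0.59 (adjusted p 0.0321). The latter call was lost when any single liquid library was left out, and under total-count scaling it was at -0.31 (adjusted p 0.407). Without late plate 1, E2E30_RS16220 was the lower of both genes on late plates, at -1.19 (adjusted p 0.000564) against -0.37. Inside the cluster, hemA (E2E30_RS16310) rose by 2.61 and 1.54 and ppsR (E2E30_RS16385) by 2.82 and 1.15, each past an edgeR adjusted p of 0.05. E2E30_RS16380, named ppaA by the study, rose by 1.87 on early plates (adjusted p 8.85e-05) and by 0.41 on late plates, which was not past the threshold (adjusted p 0.116); without late plate 1 it was past it, at 0.60 (adjusted p 0.00543).

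**Figure D3:**
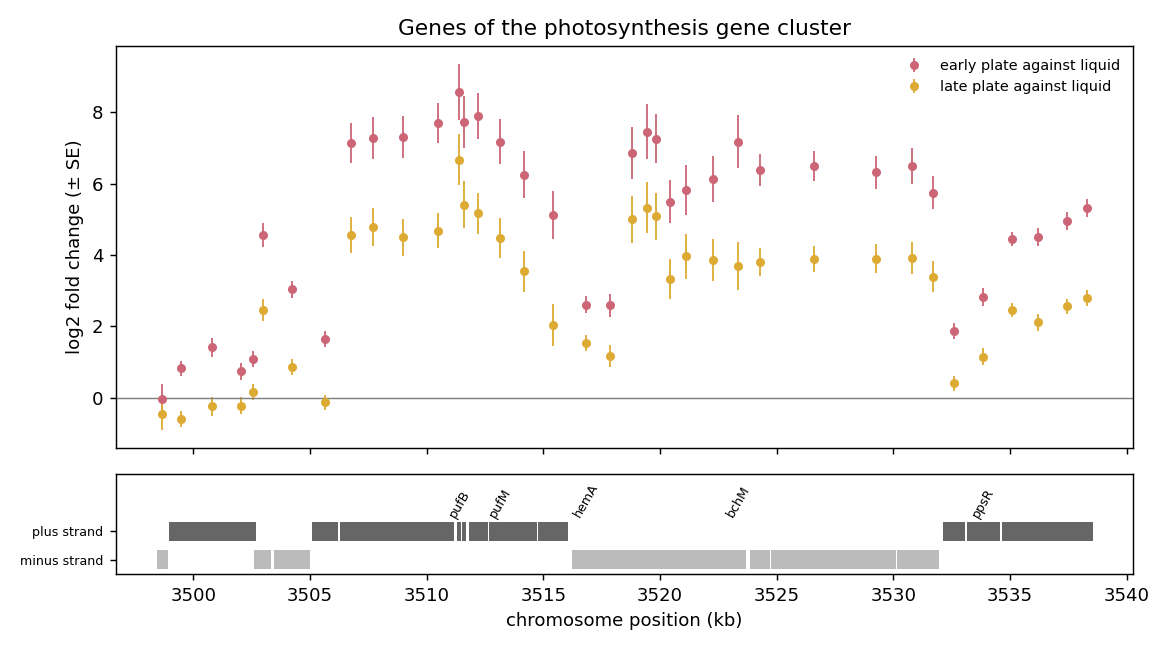
Log2 fold change with its standard error (y axis) of the 38 genes of the photosynthesis gene cluster by chromosome position in kb (x axis), for early and late plates against liquid, above a map of the genes on both strands. The early value lies above the late value at every gene, and the peak at pufB is 8.57 on early plates.

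Outside the PGC, the study also singled out the gene of a TonB energy transducer on these samples, so its test is not independent evidence. That gene (E2E30_RS15125, 3279478 to 3280146, minus strand) rose from 4.71 ± 0.796 CPM (SD, n = 3) in liquid to 1294 ± 379 CPM on early plates and 62.4 ± 18.5 CPM on late plates. Its log2 fold changes were 8.10 (SE 0.36, edgeR adjusted p 7.04e-07) and 3.73 (SE 0.30, adjusted p 7.36e-06). The other large rises on early plates were in the PGC: pufL at 7.90, pufA at 7.73 and bchZ at 7.70. On late plates they were E2E30_RS11690 at 6.67, gcvH (E2E30_RS10740) at 6.11, pufA at 5.41 and gcvT (E2E30_RS10745) at 5.34. The alanine dehydrogenase gene ald (E2E30_RS03695) rose by 3.23 (SE 0.49) and 3.93 (SE 0.51), with edgeR adjusted p of 0.00067 and 0.00021; without early plate 3 the early value was 2.45. The study's reference gene rpoD (E2E30_RS03390) had log2 fold changes of 0.18 and 0.23, with edgeR adjusted p of 0.342 and 0.232.

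The largest falls on both plate ages were in the operons E2E30_RS03120 to E2E30_RS03160, which the study singled out on these samples, so their tests are not independent evidence. Their 9 genes had a median log2 fold change of -6.15 on early plates and -6.04 on late plates, with camera adjusted p of 2.37e-37 and 5.09e-30. All 9 were lower at an edgeR adjusted p below 0.05 in both comparisons, and 9 adjusted over the list alone. E2E30_RS03145 (693227 to 694108, minus strand) fell from 773 ± 26.0 CPM (SD, n = 3) to 3.69 ± 0.489 CPM on early plates and 6.37 ± 1.33 CPM on late plates, log2 fold changes of -7.71 (SE 0.20, edgeR adjusted p 4.49e-08) and -6.93 (SE 0.20, adjusted p 6.17e-08). The log2 fold changes on early and late plates were -7.47 and -8.29 for E2E30_RS03150, -6.86 and -6.38 for E2E30_RS03140, -6.23 and -6.04 for E2E30_RS03130, and -6.15 and -6.08 for E2E30_RS03135. The smallest fall was that of E2E30_RS03160, at -1.90 and -2.04.

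Further sets were defined by gene symbols. The study reported genes of transcription and translation and of flagella as upregulated on these samples. The tests of ribosomal proteins and flagella are therefore not independent evidence. The 51 ribosomal protein genes had median log2 fold changes of 0.83 and 0.97 on early and late plates (camera adjusted p 5.46e-06 and 1.57e-06), although 15 and 14 of them were lower. The 15 flagellar genes had medians of 1.15 and 1.56 (0.013 and 0.00074), and the 7 genes of NADH-quinone oxidoreductase had medians of 2.05 and 2.30 (1.5e-06 and 9.83e-07), with all 7 higher. The 6 copper genes had medians of -1.79 and -2.82 (0.0029 and 0.000618). The 2 ATP synthase genes (1.11 and 1.45), the 14 conjugation genes (-0.33 and -0.41) and the 15 cytochrome oxidase genes (0.37 and 0.62) were not past the threshold. For conjugation on late plates the mean, 0.19, was opposite in sign to the median and to the direction of the test, and for cytochrome oxidases on late plates the direction of the test was opposite to the median. Of 15 set calls in the 3 comparisons, fry held 14. With the correlation estimated within the set, camera held only 2, those of the operons on early and late plates against liquid. As many set calls as in the real groups came from 6 of 10 splits of the libraries on early plates and from 5 of 10 on late plates, the real split included. By this count camera at the preset correlation did not set these groups apart from other splits. The other splits still hold unequal parts of the real groups, so the count cannot decide about chance.

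The second question was whether early and late plates differed. Late plates against early plates gave 44 called genes in edgeR, 5 higher and 39 lower, and 24 of them were in the PGC. By the file names each early plate was sequenced on lane 1 and each late plate on lane 2, so within a lane no comparison of plate ages was possible. With the lane as a covariate, whose effect only the liquid libraries could supply, 17 genes were called, 9 higher and 8 lower, and 9 of them were among the 44. The higher calls numbered 13 without late plate 2, 13 without late plate 3 and 9 without early plate 3. The median of the PGC was -2.23 (camera adjusted p 5.17e-27, or 0.233 with the correlation estimated within the set). All 38 genes of the PGC were lower, and 37 had an adjusted p below 0.05, also over the list alone. The operons had a median of -0.15, which was not past the threshold of the set test (camera adjusted p 0.849), with members going both ways: at an edgeR adjusted p below 0.05, 1 was higher and 3 were lower.

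Among single genes, E2E30_RS15125 fell most between the plate ages, with a log2 fold change of -4.37 (SE 0.30, edgeR adjusted p 8.25e-05). It was followed by E2E30_RS08955 at -3.60, E2E30_RS16065 at -3.55, bchM (E2E30_RS16350) at -3.49 and E2E30_RS01635 at -3.26. The largest rises were those of E2E30_RS10240 at 3.01, groES (E2E30_RS01520) at 2.50, groL (E2E30_RS01515) at 2.43, E2E30_RS06745 at 2.41 and E2E30_RS00205 at 2.22. This order depended on late plate 1, without which E2E30_RS10240 was at 2.10 and E2E30_RS00205 at 1.65, below the fold threshold. Without early plate 3, E2E30_RS16065 was at -2.88. The level of groL was 199 ± 2.66 CPM (SD, n = 3) in liquid, 605 ± 143 CPM on early plates and 3270 ± 715 CPM on late plates.

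The third question was whether the xanthorhodopsin gene was transcribed. The study places it among proton-pumping rhodopsins by phylogeny and proposes that it might instead take part in sensing light. The gene (E2E30_RS05030, 1091737 to 1092504, minus strand) had 48 to 134 counts per library and lay at percentile 5.15 of all genes by CPM and 4.75 by CPM per kilobase. Its level was 8.80 ± 1.23 CPM (SD, n = 3) in liquid, 5.23 ± 2.00 CPM on early plates and 3.39 ± 0.658 CPM on late plates. The log2 fold change was -0.76 (SE 0.27, edgeR adjusted p 0.034) on early plates and -1.38 (SE 0.28, adjusted p 0.00166) on late plates. The early call was lost without liquid 1, liquid 2, early plate 2 or early plate 3, with edgeR adjusted p of 0.101, 0.0853, 0.0899 and 0.0789. It was also lost under total-count scaling, at -0.46 (adjusted p 0.201), and with the lane as a covariate (adjusted p 0.0823). The gene ends 4 nt from its neighbour, and reads across that gap were counted for both, so its level is an upper limit. The neighbours were not all low: E2E30_RS05025, named blh by the study, had 2245 to 4726 counts (percentile 78.9), crtI (E2E30_RS05020) 1031 to 2083 (percentile 62.3) and the kinase gene E2E30_RS05035 364 to 1027 (percentile 40.7), whereas E2E30_RS05015 had 25 to 63 (percentile 2.41).

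**Figure D4:**
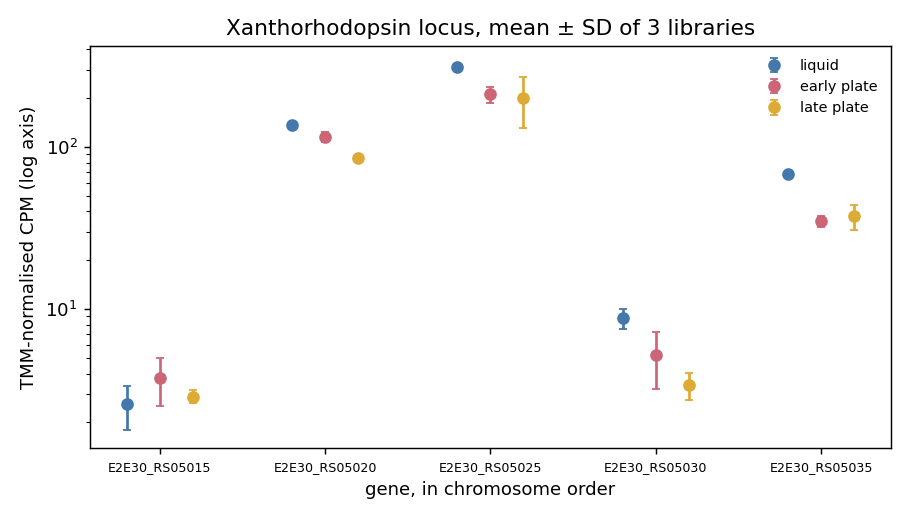
TMM-normalised CPM on a log axis (y axis) of the 5 genes of the xanthorhodopsin locus (x axis) as mean and SD of 3 libraries per group. The xanthorhodopsin gene E2E30_RS05030 lies between 3.39 and 8.80 CPM, while its neighbour E2E30_RS05025 lies between 200.2 and 312 CPM.

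Of the other loci the study names, the phytochrome gene E2E30_RS06640 rose by 0.72 and 0.68 and the carotenoid gene E2E30_RS15550 by 0.68 and 0.95 on early and late plates, each at an edgeR adjusted p below 0.05. The carotenoid gene crtY (E2E30_RS15535) had log2 fold changes of -0.81 and -0.52, also below 0.05, but under total-count scaling they were -0.52 (adjusted p 0.0544) and -0.32 (adjusted p 0.222). E2E30_RS15540 fell by 0.51 on early plates (edgeR adjusted p 0.0368), a call lost without any one of the liquid or early plate libraries and under total-count scaling (-0.23, adjusted p 0.398), and changed by 0.15 on late plates (adjusted p 0.503). The BLUF domain gene E2E30_RS12925 fell by 0.49 on late plates (edgeR adjusted p 0.0194, or 0.0523 without liquid 1), a call also lost under total-count scaling at -0.22 (adjusted p 0.512), and did not pass the threshold on early plates, at -0.04 (adjusted p 0.822), or at 0.24 under total-count scaling. The study names a tspO gene at each end of the PGC, and only the far one rose. E2E30_RS16405 rose by 5.32 and 2.80 (edgeR adjusted p 8.22e-07 and 6.39e-06). E2E30_RS16220 was at -0.04 and -0.47 (edgeR adjusted p 0.931 and 0.353), and its late value was -1.19 without late plate 1 (adjusted p 0.000564).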

Values the study reported

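The study reported 293 genes that were up- or downregulated in the plate-grown samples, at a P value below 0.05 and a log2 fold change above 2. Its main text gave the length of the photosynthesis gene cluster as 38.6 kb, while its supplement gave a longer one.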

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

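The fit with the lane was planned before the data were examined, but the tests that use it to weigh the lane as a cause, and fry with the lane, were chosen after its result was seen; the tests of depth, abundant genes and other splits were chosen before. Each result here was picked out because the effects of both plate ages against liquid differed in a direct test of late plates against early plates.

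The number of genes that differed was 44. Only 1 of the 10 splits of the 6 plate libraries gave as many, the real one, but 10 splits cannot exclude chance. Unequal depth and a few abundant genes are argued against as the cause: with all libraries thinned to the lowest total 44 genes were called, and with the 10 most abundant genes removed 44 again. The lane could be the cause of part of the list. With the lane in the model 17 genes were called, and because the lane effect then rests on the contrast of liquid 1 with the other liquid libraries, lane and plate age cannot be told apart. A biological effect of plate age stays open, untested.

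The median log2 fold change of the PGC was -2.23, lower on late plates. Only the real split of 10 gave a median as large. Thinning gave -2.23 and removal of abundant genes -2.28, which argues against depth and abundant genes as the cause. With the lane in the model the median was -2.25 and all 38 genes were lower, and lane 2 against lane 1 in liquid gave a median of -0.00965 over the cluster (-1.06 to 0.789), where the shares were 0.208% on lane 1 and 0.238% and 0.223% on lane 2. But 2 of the 38 genes then had an edgeR adjusted p below 0.05, and fry with the lane gave an adjusted p of 0.0201 over all 27 set tests and 0.107 over the 9 of this comparison, so the answer depends on the adjustment. The same single liquid library sets that correction, and the lane cannot be told apart from plate age here either. A decline of the transcription of the cluster with age of the plate may be an explanation and was not tested.

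The flagellar genes had a median of 0.46 and the copper genes of -1.03 between the plate ages. With the lane in the model these were 0.52 and -0.59, and the lane could be part of the copper difference. Of the 10 splits of the plate libraries, the real one included, 6 gave as many sets past the threshold as the real one. The others still hold unequal parts of both plate ages, so this count cannot decide about chance. It says little about plate age either way.

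The named genes past both thresholds numbered 15. In the PGC they were bchZ (E2E30_RS16275) at -3.02, pufA (E2E30_RS16285) at -2.31, pufL (E2E30_RS16290) at -2.73, pufM (E2E30_RS16295) at -2.70, bchM (E2E30_RS16350) at -3.49 and E2E30_RS16405 at -2.51. Outside it, E2E30_RS15125 changed by -4.37, E2E30_RS08955 by -3.60, E2E30_RS16065 by -3.55 and E2E30_RS01635 by -3.26. Higher on late plates were E2E30_RS10240 at 3.01, E2E30_RS01520 at 2.50, E2E30_RS01515 at 2.43, E2E30_RS06745 at 2.41 and E2E30_RS00205 at 2.22. With the lane in the model, all 15 had the same sign and 5 remained past both thresholds, while the other 10 kept an absolute log2 fold change above 2 and lost the adjusted p. The 5 were E2E30_RS15125 (-4.09), E2E30_RS16405 (-2.65), E2E30_RS08955 (-3.53), E2E30_RS01520 (2.41) and E2E30_RS01515 (2.46). They were picked by the same fit, and its correction rests on liquid 1, so their calls decide nothing about the lane. For all 15 the lane cannot be told apart from plate age. The call of pufA was also lost without early plate 1 or early plate 2 (edgeR adjusted p 0.0552 and 0.0524), in a fit of the groups compared (0.0594) and, by its fold change of -1.87, without late plate 3. Without late plate 1, E2E30_RS00205 was at 1.65, below the fold threshold, and E2E30_RS10240 at 2.10; without early plate 3, E2E30_RS16065 was at -2.88.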

How the results depend on the processing

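Among the counts of changed genes, the thresholds and the lane moved a count by more than 1.5 times, through their own construction for the thresholds. With an absolute log2 fold change above 1, the counts were 1181 on early plates, 1389 on late plates, 1667 in either comparison and 264 between the plate ages. With no fold threshold they were 2488, 2659, 3107 and 1209. With glmTreat against a log2 fold change of 1 they were 560, 824 and 931, while the count between the plate ages was 50. Of these 50, 25 were among the 44 genes of the main test. Bonferroni adjustment left 18 genes between the plate ages, and the lane as a covariate 17. Of these 17, 9 were among the 44 genes, and the higher calls were 52.9% instead of 11.4%. The lane effect is estimated from the liquid libraries alone, which leaves less information on the plate ages. Genes high in liquid 1 alone, such as E2E30_RS09520 to E2E30_RS09555, would enter it as lane effects. Whether such genes were among the 17 was not examined. Leaving out 1 library gave 223 to 283 genes on early plates, 302 to 452 on late plates, 364 to 497 in either comparison and 41 to 59 between the plate ages. Without late plate 1, 308 of the 341 late genes remained among the 452. DESeq2 called 256, 341 and 44 genes and limma-voom 253, 338 and 48.

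Under total-count scaling the median log2 fold change of all genes was 0.337 on early plates and 0.236 on late plates, instead of 0.0476 and 0.0145, and the higher calls rose to 81.1% and 74.9%. Changes under it are relative to that difference.

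Whether the replicate numbers pair the samples stayed open. The deviations of same-numbered libraries correlated at -0.054 to 0.39, and 4 of 9 pairs were above 0.1. The pairs of number 2 were at 0.22, 0.2 and 0.39, while pairs of different numbers ran from -0.32 to 0.22. A fit with the replicate block called 254 genes on early plates, 341 on late plates and 47 between them. The conjugation genes, which were not past the threshold, had a median of -0.0071 between the plate ages under the block instead of 0.030. E2E30_RS05025 and E2E30_RS15540 passed the adjusted p of 0.05 on early plates without the block and not with it (edgeR adjusted p 0.0503 and 0.052); no other call of a named gene or set changed.

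With sets adjusted over all 27 tests, the PGC kept its direction and side of the threshold in all 3 comparisons. This held under each alternative run for the sets except camera with the estimated correlation. The DESeq2 test was not run for the sets. Leaving out 1 library gave medians of 5.57 to 6.0 on early plates, 3.08 to 3.86 on late plates and -2.42 to -1.95 between them, and the log2 ratio of its share on plates to liquid was 3.77 to 4.48. With the estimated correlation, the medians of 5.79, 3.47 and -2.23 were no longer past the threshold, nor were those of ribosomal proteins (0.83 and 0.97), flagella (1.15, 1.56 and 0.46), NADH-quinone oxidoreductase (2.05 and 2.30) and copper (-1.79, -2.82 and -1.03). The cause was not tested. With fry, the ATP synthase genes (1.11, 1.45 and 0.34) and the conjugation genes against liquid (-0.33 and -0.41) passed the threshold, and flagella between the plate ages (0.46) did not. Fry with the lane as a covariate, added after the results were seen, put ATP synthase (1.17 and 1.43) and conjugation (-0.38 and -0.37) past the threshold against liquid and left flagella on early plates (1.01) and flagella (0.52) and copper (-0.59) between the plate ages short of it; ribosomal proteins (-0.047) and NADH-quinone oxidoreductase (-0.0072) between the plate ages changed sign. The PGC between the plate ages stayed past it when adjusted over all 27 tests (0.0201), but not over the 9 of that comparison (0.107).

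Between the plate ages, several sets changed with the alternative. Copper lost the threshold with limma-voom (-0.99) and with the lane (-0.59), and without early plate 3 or any late plate, with medians of -1.22 to -0.89 over all left-out libraries. Flagella lost it without early plate 3 or late plate 1 (0.22 to 0.61). NADH-quinone oxidoreductase gained it with limma-voom (0.28) and without late plate 3 (0.18 to 0.38), and was -0.0072 with the lane. Ribosomal proteins gained it without late plate 3 (0.023 to 0.12) and were -0.047 with the lane. Both sets nearest 0 changed sign: conjugation to -0.022 with total counts and -0.074 with limma-voom (-0.10 to 0.10 over left-out libraries), and cytochrome oxidases to 0.011 with DESeq2 size factors, 0.042 with a mean count of at least 50 and 0.020 in a fit of the groups compared (-0.12 to 0.029). The cause of these changes was not tested.

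For the 40 named genes, 2159 log2 fold changes were recomputed, and 2038 kept their direction and side of an adjusted p of 0.05; 87 lost it, 27 of them with the lane as a covariate, 18 gained it and 16 changed sign, none of a gene past that threshold. With total counts E2E30_RS16220 was at 0.23 and E2E30_RS12925 at 0.24 on early plates. With limma-voom E2E30_RS10240 was at -0.0014 on late plates against liquid. With the lane rpoD (E2E30_RS03390) was at -0.045 and E2E30_RS15550 at -0.048 between the plate ages. Over left-out libraries the early values were -0.27 to 0.14 for E2E30_RS16220 and -0.12 to 0.031 for E2E30_RS12925, and the late values were -0.14 to 0.28 for E2E30_RS15540 and -0.67 to 0.58 for E2E30_RS10240, which without late plate 1 had an edgeR adjusted p of 0.0266. Between the plate ages they were -0.015 to 0.18 for E2E30_RS03390, -0.39 to 0.11 for E2E30_RS05025, -0.12 to 0.073 for E2E30_RS06640 and -0.098 to 0.18 for E2E30_RS03135. The cause was not tested. The alternative without ribosomal and transfer RNA genes was not run, since no such gene was among the matched genes. Depth limits mainly genes of low count, such as E2E30_RS05030 with 48 to 134 counts.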

Other observations

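The counts over other splits were chosen before their results were seen; the tests of boundary reads, even background, lane, carry-over, DNA copy number and plasmid copy number were chosen after.

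Other splits of the libraries were compared with the real groups. For genes changed on early plates against liquid, 1 of the 10 splits of the 6 libraries gave as many, and for late plates against liquid 1 of 10; 10 splits cannot exclude chance. The same held for the median of the PGC, with 1 of 10 in both comparisons. For genes changed in either comparison, 1 of 100 regroupings drawn from 840 gave as many, the real one, and the highest of the others gave 352 genes, which excludes chance at that level. The number of gene sets past the threshold was reached in 6 of 10 splits on early plates and in 5 of 10 on late plates. That number therefore does not set the real groups apart from the other splits. Those splits still hold unequal parts of the real groups, so it cannot decide about chance.

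The counts of the xanthorhodopsin gene (E2E30_RS05030) may come from reads that cross into E2E30_RS05025, which lies 4 nt away. From the density of that neighbour, the reads expected across the boundary were 2.25 ± 0.762 times (SD over 9 libraries) the counts observed, at least 1.32 times in each. Without read positions this cannot be told apart from transcription of the gene itself. An even background over the genome stays open too: the density on the gene was 3.07 ± 0.809 times that at the lowest 1% of genes, but its place among all genes fixes that outcome, so the value decides nothing. No biological explanation was tested.

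A stretch of 8 genes on the chromosome, E2E30_RS09520 to E2E30_RS09555 (2065390 to 2071490, 5 on the minus and 3 on the plus strand), was far higher in liquid 1 than elsewhere; it was picked after its values were seen. It took 0.442% of the counts in liquid 1, 0.0212% in liquid 2 and 0.0206% in liquid 3. The highest share among the other libraries of the same lane was 0.0338%, which argues against the lane. The highest share among all other libraries was also 0.0338%, which argues against carry-over from another library of the series. A single change of DNA copy number would raise the genes alike, but the rise ranged from 8.83-fold in E2E30_RS09555 to 82.1-fold in E2E30_RS09540, a ratio of 9.31 against 1.53 between liquid 2 and liquid 3. A response of that 1 culture may be the source and was not tested, since the design names no difference between the liquid cultures.

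Plasmid C took 1.59% ± 0.0652 (SD, n = 3) of the counts in liquid, 0.670% ± 0.0297 on early plates and 0.582% ± 0.173 on late plates, with an exact two-sided permutation p of 0.0119 for plates against liquid, the smallest that 84 splits allow; 4 replicons were compared in this way, with p of 0.881 for the chromosome, 0.0595 for plasmid A and 0.0476 for plasmid B, and Benjamini-Hochberg adjusted permutation p of 0.0476 for plasmid C, 0.0793 for plasmids A and B and 0.881 for the chromosome. The share of plasmid C was lower in 6 of 6 plate libraries. E2E30_RS20520, chosen after its values were seen, fell from 42826 to 71420 counts in liquid to 2230 to 4330 on plates, but without it the share still went from 1.14% to 1.24% in liquid to 0.372% to 0.689% on plates. A lower copy number of the plasmid may be an explanation: 24 of its 33 genes were lower on early plates at an edgeR adjusted p below 0.05, but 3 were higher, which copy number alone would not give. Without a measurement of DNA, copy number and transcription cannot be told apart.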
